A study of Mus musculus with 27 samples.

How the data were processed

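DNA methylation was measured in hepatocytes, the main cell type of the liver, of 27 female mice aged 12 weeks. The mice came from 9 inbred strains, with 3 samples per strain. Reduced representation bisulfite sequencing (RRBS) reads a part of the genome that is rich in CpG dinucleotides. Per the labels' protocols, genomic DNA was cut with MspI, an enzyme that cuts at CCGG irrespective of methylation, ligated to adapters, treated with bisulfite and amplified by PCR with a commercial RRBS kit. Bisulfite converts unmethylated cytosine to uracil, so that a cytosine left unconverted is read as methylated. The aligner, the methylation caller, the genome build and any filter on coverage were not stated in the labels or the file headers.

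For each sample the authors deposited a list of single positions, each with a percent methylation between 0 and 100, per the file headers. The lists hold no read counts and no coverage, so the depth behind each value is unknown and no counting interval is given. Any coverage filter applied before deposit sets which positions are listed. Both strands of a CpG appeared as separate positions, and each position was treated on its own unless stated otherwise. In the C57BL/6J files the mitochondrial chromosome was named M, and in the files of the other 8 strains it was named MT. This difference in naming coincided with strain, so that any difference in processing behind it cannot be told apart from a difference between C57BL/6J and the other strains. Strains differ in sequence, and a variant at a CpG can change both whether a position is listed and the percent it is given; strain genomes were not used here.

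The files do not name their genome build. It was inferred to be GRCm38 by setting the listed positions against the gene table of assembly GRCm38.p6. Mean methylation was 3.51% within 250 bp of an end of a protein-coding gene and 41.8% at 2000 to 5000 bp. With every autosome cut into 4 equal parts, in 76 of 76 parts the level within 250 bp of gene ends was below the level beyond 2000 bp. After the coordinates were shifted by 2000 bp, the level within 250 bp of gene ends was 23.3%. Gene names below rest on this inference. The gene table gives spans without strand, so the planned comparison around transcription starts was replaced, after the data were seen, by a comparison around either end of a gene.

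Samples were grouped by the strain in their labels. The design, the tests, the alternatives and the rule for naming regions were fixed before the data were examined, except where stated. The planned test was a quasi-binomial model on methylated and unmethylated counts with a coverage minimum. Because the files hold percentages only, that test was replaced by the moderated F test of limma, with strain as a factor, on log2((percent + 5)/(100 - percent + 5)), which has 8 and 18 degrees of freedom before the prior is added. It was run on positions listed in all 27 samples whose mean over all samples lay between 2.5 and 97.5%. A position was called different when its Benjamini-Hochberg adjusted p was under 0.05 and the strain means spanned at least 25 percentage points. The same test was applied to the means of 1 kb tiles with at least 5 positions, and to each of the 36 strain pairs with the spread shared over all samples. A position was set apart in a strain when its adjusted p was under 0.05 and all 3 samples of the strain lay at least 25 points above, or all lay below, the other 24 samples. The test was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. It was checked against limma 3.58.1 in R 4.3.3 on 704331 positions: 38128 had an adjusted p under 0.05 in both, and 0 positions fell on different sides of the threshold. Figures were drawn with matplotlib 3.10.9.

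Values with a single number per sample were compared over the 9 strains by a permutation test of the F statistic with 100000 resamples, for which the smallest possible p is 1e-05. The similarity of samples was compared by permuting strain labels, one-sided. Odds ratios were computed over the autosomes and the X chromosome together, with a standard error from leaving out each chromosome in turn, and their direction was counted over the 19 autosomes. The named regions are the 10 tiles with the largest range of strain means among called tiles in which all samples of the highest strain lay above all samples of the lowest. The lowest and highest strain pairs, the strain with the most positions set apart and a fixed list of 16 imprinted genes are named as well. The run on chromosome 17 and the strain levels at Mest were singled out after their values were seen.

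The test was tested on simulated data built from the measured spread within strains, with 5% of features shifted upward in a strain. Only features with a low to intermediate mean were shifted, so falls and features with a high mean were not simulated. Of 35216 shifted positions among 704336, 5.42% were called at a shift of 30 points, 78.3% at 50 points and 96.6% at 70 points. Of 2280 shifted tiles among 45604, the shares were 93.7%, 99.5% and 100.0%. Rises of about 30 points at single positions of this kind were therefore mostly missed at this number of samples. The alternatives were other position sets, thresholds, tile sizes, windows and scales, each sample left out in turn, and the replicate number as a block. Alternatives that need read counts or coverage were not run.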

Results

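The study surveyed hepatocytes of 9 inbred mouse strains to relate genetic differences between strains to differences in epigenetic marks and gene expression. Only its DNA methylation data are analysed here. The strains were 129S1/SvImJ, A/J, C57BL/6J, CAST/EiJ, DBA/2J, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ and WSB/EiJ, with 3 samples of each. No strain served as a control, and all strains were compared with each other. CAST/EiJ, PWK/PhJ and WSB/EiJ are derived from wild mice, and the other strains are laboratory strains.

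Between 2904787 and 3156965 CpG positions were listed per sample. The number listed differed among strains (permutation test, F = 2.74, p = 0.0374, 3 samples per strain), but this call was lost when any of 9 samples was left out in turn. In total, 5240546 positions were listed in at least 1 sample and 1692477 in all 27, which is 32.3% of those listed. Of the 2575484 positions listed in all 3 C57BL/6J samples, 311125 (12.1%) were listed in none of the CAST/EiJ samples and 309778 (12.0%) in none of the PWK/PhJ samples. The corresponding number was 141296 (5.49%) for WSB/EiJ, and it lay between 96258 and 105892 for the other 5 strains. In the other direction, 330232 positions were listed in all CAST/EiJ samples and in no C57BL/6J sample, and 324903 in all PWK/PhJ samples and in no C57BL/6J sample. Unless stated otherwise, methylation levels below were compared at positions listed in all 27 samples. Comparisons of how many positions were listed, on the Y chromosome or in the run on chromosome 17, used all listed positions.

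The mean methylation level over the shared positions ranged from 27.2 to 28.6% between samples and differed among strains (permutation test, F = 58.6, p = 1e-05, the smallest p possible, 3 samples per strain). It was highest in PWK/PhJ, at 28.5% ± 0.105 (SD, n = 3). A/J followed with 28.4% ± 0.0405 (SD, n = 3) and CAST/EiJ with 28.2% ± 0.0288 (SD, n = 3). The lowest levels were 27.4% ± 0.112 (SD, n = 3) in C57BL/6J and 27.4% ± 0.134 (SD, n = 3) in WSB/EiJ. The whole range between samples was below 2 percentage points. Requiring a position in only 2 of 3 samples of every strain moved the F statistic most, to 19.7, with the same p.

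**Figure D1:**
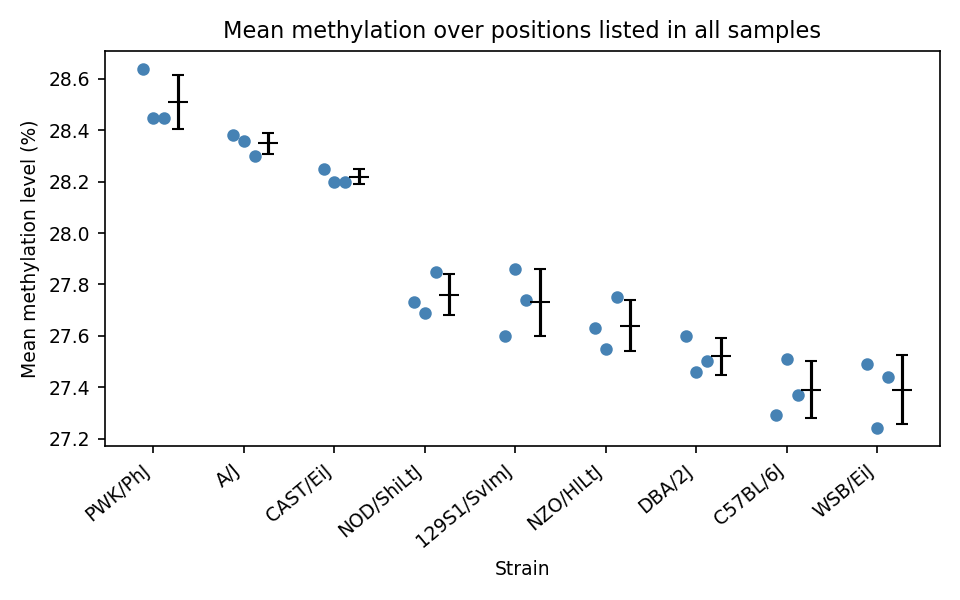
Mean methylation level in percent (vertical axis, not starting at 0) of each sample by strain, over the positions listed in all samples. Points are samples, and the black marks are the strain mean with its SD (n = 3); all samples of PWK/PhJ, A/J and CAST/EiJ lie above those of the other 6 strains.

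Samples of the same strain were more alike than samples of different strains. The mean Pearson correlation over positions was 0.967 for the 27 same-strain sample pairs and 0.960 for the 324 different-strain pairs, a difference of 0.00730 (permutation test, one-sided, p = 1e-05). The correlation is across positions, which are not independent. The nearest sample belonged to the same strain for 23 of 27 samples. None of the 3 C57BL/6J samples was among these, and the correlations within C57BL/6J, from 0.949 to 0.958, lay below the lowest within any other strain, 0.963. After the mean of each position was subtracted, over the tested positions only, the nearest sample was of the same strain for 27 of 27 samples. The alternative that moved the difference most was the same subtraction, with 0.198. The change of position set is part of this: without subtraction, positions with a mean of 10 to 90% gave 0.0597.

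Of 704331 positions tested, 35021 (4.97%) were called different among strains by the moderated F test of limma (adjusted p under 0.05 and a range of at least 25 percentage points). The median range of strain means at called positions was 52.5 points. An adjusted p under 0.05 alone was reached at 38128 positions, and an unadjusted p under 0.05 at 117440 (16.7%). The alternative that moved the count most was an offset of 1 instead of 5 percentage points in the log ratio, with 20939 calls. The strands of a CpG were listed as separate positions. At the 9740 CpGs whose first strand was called, the other strand was called in 59.0%, against 2.41% where the first strand was not called. Among 45604 tiles of 1 kb with at least 5 positions and an intermediate mean, 3651 (8.01%) were called, and 580 of them spanned at least 50 points. In 820 of the called tiles (22.5%) a single strain lay alone on its side of the midpoint between the highest and lowest strain. This strain was PWK/PhJ in 332 tiles and CAST/EiJ in 299.

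The number of positions called different in a pair of strains had a median of 4065 over the 36 pairs. The lowest number was 1734, between 129S1/SvImJ and NZO/HlLtJ, and the highest 14933, between C57BL/6J and PWK/PhJ. With each sample left out in turn, the count of this highest pair was 10958 to 14922. It was 11588 without C57BL/6J replicate 1, 12133 without replicate 4 and 14882 without replicate 2. PWK/PhJ and WSB/EiJ differed at 12709 positions with all samples, so the first rank of the C57BL/6J pair is not settled. The 21 pairs without CAST/EiJ or PWK/PhJ had 1734 to 6081 calls, and the 14 pairs with 1 of these strains had 10470 to 14933. CAST/EiJ and PWK/PhJ differed from each other at 10543 positions. WSB/EiJ, also derived from wild mice, stayed within the range of the laboratory strains except against A/J, where 6081 positions differed. Of these, 4783 were higher in A/J. Of the 4791 positions that differed between A/J and C57BL/6J, 3793 were higher in A/J. A dense run on chromosome 17, described below, held 458 of the positions against WSB/EiJ and 379 of those against C57BL/6J. With the run left out before the adjustment, 5383 positions differed from WSB/EiJ, 4139 of them higher in A/J, and 4186 from C57BL/6J, 3252 of them higher in A/J. Of the positions that differed between C57BL/6J and PWK/PhJ, 10940 were higher in PWK/PhJ and 3993 in C57BL/6J.

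**Figure D2:**
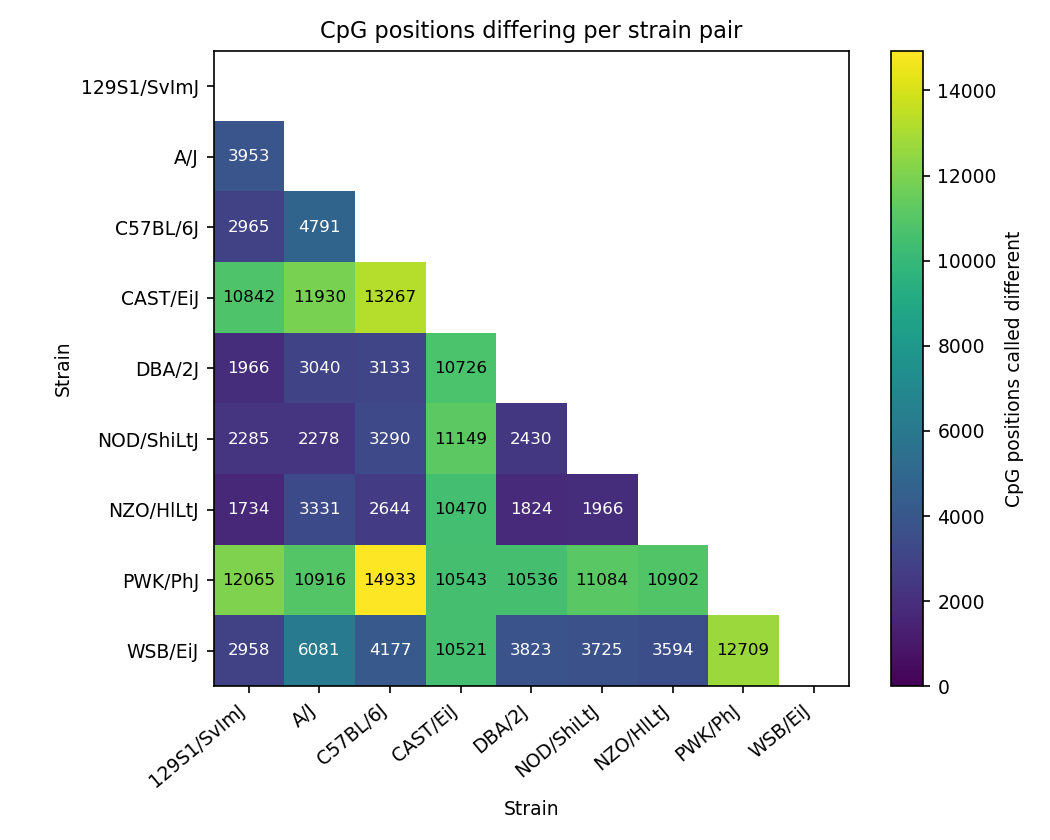
Number of CpG positions called different for each of the 36 strain pairs, with strains on both axes and the count given by number and colour. All pairs with CAST/EiJ or PWK/PhJ have at least 10470 positions, and no other pair has more than 6081.

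Positions set apart in a single strain were counted next. PWK/PhJ had the most, 1352, of which 847 were higher and 505 lower than in the other 24 samples. CAST/EiJ had 1190, of which 619 were higher and 571 lower. WSB/EiJ had 250, and the other 6 strains had 56 to 92. CAST/EiJ and PWK/PhJ together held 78.8% of the 3228 positions set apart. Lowering the gap from 25 to 10 percentage points raised the highest count over strains to 2910.

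**Figure D3:**
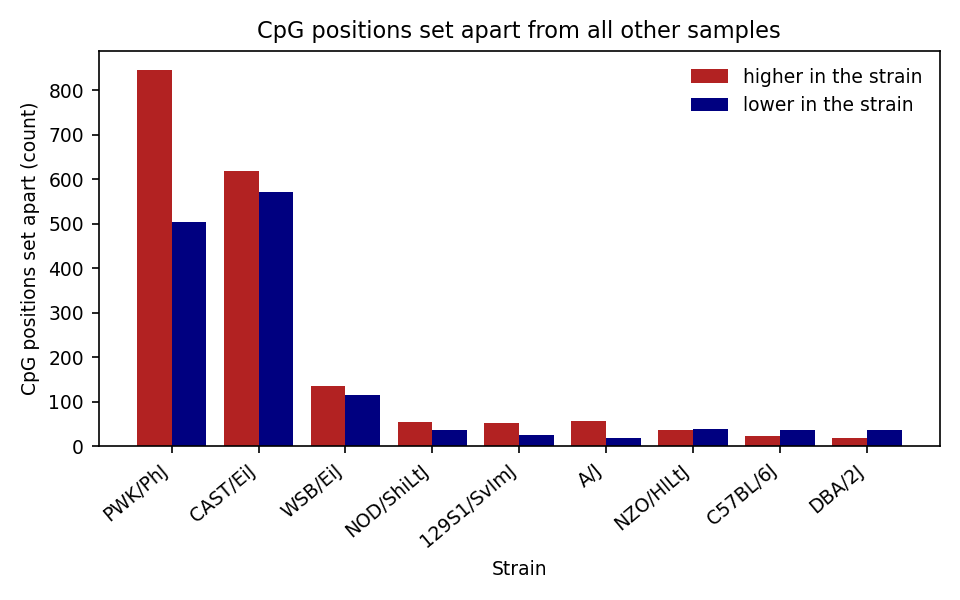
Number of CpG positions (vertical axis) at which all 3 samples of a strain lay at least 25 percentage points above (red) or below (blue) all 24 other samples, by strain. PWK/PhJ has 847 higher and 505 lower positions, and CAST/EiJ has 619 and 571.

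The tile with the largest range lay on chromosome 17 from 32100001 to 32101000 and held 21 positions. Its level was 95.1% ± 0.740 (SD, n = 3) in PWK/PhJ, and the means of the other 8 strains lay between 0.397 and 1.21% (limma, adjusted p = 7.9e-19). It overlapped no gene of the table, and the nearest was the pseudogene Pdxk-ps. The second, on chromosome 15 from 31168001 to 31169000, was at 2.20% ± 0.136 (SD, n = 3) in PWK/PhJ and 3.57% ± 0.958 (SD, n = 3) in 129S1/SvImJ, and between 82.0 and 95.7% in the other 7 strains. The third, on chromosome 7 from 63802001 to 63803000, was at 93.6% ± 5.42 (SD, n = 3) in C57BL/6J and 88.1% ± 0.866 (SD, n = 3) in A/J, and at no more than 5.04% in the others. These last tiles overlapped no gene of the table either. The fourth, on chromosome 4 from 118497001 to 118498000, overlapped the pseudogene Gm12859 and took intermediate levels in some strains, with 48.1% ± 10.7 (SD, n = 3) in WSB/EiJ.

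Of the remaining 6 tiles, 5 overlapped a protein-coding gene. A tile in Sgk1, on chromosome 10 from 21997001 to 21998000, was at 3.17% ± 1.65 (SD, n = 3) in NZO/HlLtJ and at 46.2% ± 5.13 (SD, n = 3) in CAST/EiJ, against 76.1 to 94.8% elsewhere. A tile in Ldlrad3, on chromosome 2 from 102113001 to 102114000, ranged from 6.43% ± 5.72 (SD, n = 3) in 129S1/SvImJ to 96.4% ± 0.906 (SD, n = 3) in A/J. In Hrob, on chromosome 11 from 102263001 to 102264000, CAST/EiJ was at 89.95% and PWK/PhJ at 91.9%, and the other strains at no more than 9.60%. The tile in Tada2a, on chromosome 11 from 84115001 to 84116000, was at 88.7% ± 3.13 (SD, n = 3) in PWK/PhJ and at no more than 6.18% elsewhere. In Tram1, on chromosome 1 from 13576001 to 13577000, CAST/EiJ was at 98.4% ± 1.52 (SD, n = 3) and the other strains between 10.1 and 29.6%. The tile outside genes, on chromosome 9 from 100446001 to 100447000, was at 89.6% ± 3.91 (SD, n = 3) in NZO/HlLtJ and at no more than 6.39% in the others. All 10 tiles were called at an adjusted p of 8.1e-09 or below.

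**Figure D4:**
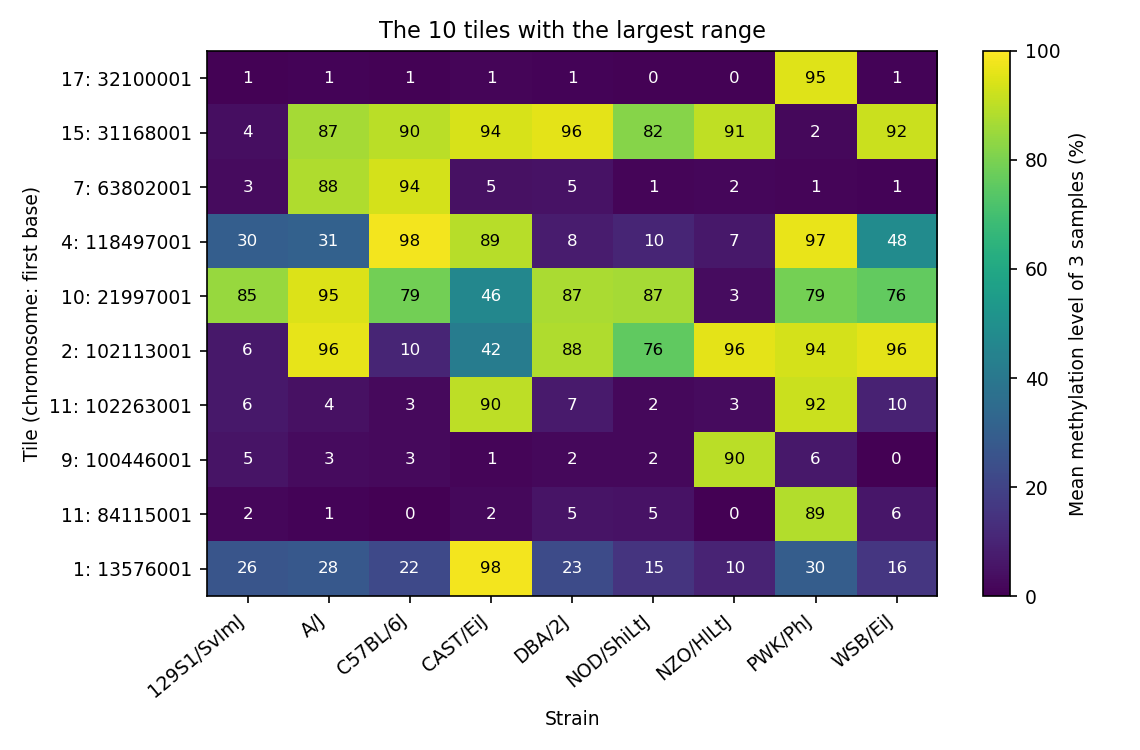
Mean methylation level in percent of the 3 samples of each strain (colour and number) for the 10 tiles with the largest range, each named by chromosome and first base. In the first tile PWK/PhJ is at 95.1% and all other strains are at or below 1.21%.

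Called positions were spread over the autosomes, with 4.21 to 5.62% of tested positions called on each autosome except chromosome 17, where 7.47% were called. On the X chromosome 1.48% were called, and on the Y chromosome 18 of 65 tested positions (27.7%). Among 1604 windows of 1 Mb with at least 100 tested positions, the highest share was 74.0% (608 of 822), on chromosome 17 from 39000001 to 40000000, and the next was 38.5%. Within it, 594 of 692 tested positions between 39843014 and 39848754 were called. This stretch overlapped the genes Rn18s-rs5 and AY036118 of the table, the first of which is named for 18S ribosomal RNA. Over 695 shared positions its level was 43.6% ± 2.44 (SD, n = 3) in A/J. It was 22.3% ± 4.88 (SD, n = 3) in NOD/ShiLtJ and lowest in 129S1/SvImJ, at 7.07% ± 0.417 (SD, n = 3), and the strains differed (permutation test, F = 47.7, p = 1e-05). Of the 594 called positions, 585 were highest in A/J. Without this stretch the number of called positions over the genome was 34201.

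The share of positions with intermediate methylation, 20 to 80%, was compared between the X chromosome and the autosomes, since all animals were female and an X chromosome is inactivated in each cell. The share was 41.1% ± 2.58 (SD, n = 27) over 39017 X positions and 9.77% ± 0.344 (SD, n = 27) over 1653370 autosomal positions. The difference was 31.3 percentage points ± 2.41 (SD, n = 27), above 0 in 27 of 27 samples, and it ranged from 24.7 to 35.1 points. It differed among strains (permutation test, F = 19.4, p = 2e-05), from 25.9 ± 1.31 (SD, n = 3) in CAST/EiJ to 34.5 ± 0.554 (SD, n = 3) in A/J. With 30 to 70% as intermediate the difference was 17.8 points.

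Among tested positions, those with more than the median of 9 listed neighbours within 100 bp were called more often, at 5.83%, than those with fewer, at 4.27%. The odds ratio was 1.39 (log odds ratio 0.328, SE 0.0725) and was above 1 on 19 of 19 autosomes, where it ranged from 1.02 to 2.52. The X chromosome was included in both odds ratios of this paragraph, and without it this one was 1.44. Within 1 kb of an end of a protein-coding gene 4.60% of tested positions were called, and farther away 5.06%. This odds ratio was 0.905 (log odds ratio -0.0996, SE 0.107), with 13 autosomes below 1 and 6 above, and the difference was within its error. The share did not fall evenly with closeness: it was 5.57% up to 250 bp from an end, 4.17% from 250 to 1000 bp, 5.08% from 1000 to 5000 bp and 5.26% from 5000 to 50000 bp. This split was not tested. All these shares are of positions that passed the filter on the mean. Within 250 bp of an end, 45266 of 387173 shared positions were tested. From 1000 to 5000 bp, 162898 were tested, of 155197 shared positions up to 2000 bp and 159605 farther. The filter thus removed a larger part near ends, so the gene-end shares and odds ratio do not hold for all shared positions. On the autosomes alone the odds ratio was 0.972, and with only positions of a mean level of 10 to 90% it was 0.771.

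A fixed list of 16 imprinted genes, which carry methylation on the copy from only 1 parent, served as a check on intermediate levels. Of 15 gene ends in the list with enough positions, 11 (73.3%) had a mean level between 35 and 65%, against 2.88% of 15438 ends of autosomal protein-coding genes. The lower-coordinate end of Mest, read at 10 positions, varied among strains (permutation test, F = 23.4, p = 1e-05). It was at 85.2% ± 1.54 (SD, n = 3) in CAST/EiJ and 70.5% ± 13.6 (SD, n = 3) in PWK/PhJ. NOD/ShiLtJ was at 59.97% ± 3.26 (SD, n = 3) and WSB/EiJ at 53.9% ± 10.96 (SD, n = 3), and the other 5 strains had means between 26.7 and 37.7%.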

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

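The test of a mislabelled male sample was chosen after the Y positions had been seen; the other tests in this part were set before their results were seen. The difference in intermediate share between the X chromosome and the autosomes was not the same in all strains, with F = 19.4 over the 9 strains. It was lowest in CAST/EiJ and highest in A/J. The limits of 20 to 80% do not account for the low value of CAST/EiJ: with limits of 10 to 90% it was still the lowest of 9 strains, at rank 1 with 39.99 points. The highest strain did depend on the limits, since with 10 to 90% it was NZO/HlLtJ, at 46.9 points. The autosomal part does not account for it either, since the X share alone gave a strain F of 23.7, with 35.1% in CAST/EiJ and 40.2 to 44.5% in the other strains. Male DNA in the CAST/EiJ samples would lower the X share and add Y positions. The median number of Y positions in these samples was 1.01 times the median of all samples, and PWK/PhJ, DBA/2J and WSB/EiJ listed more. That ratio cannot be told apart from no excess, because the depth is unknown and the origin of the Y listings is open. A strain difference in X methylation and sequence variants between CAST/EiJ and the reference stay open as untested explanations.

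Positions on the Y chromosome were listed in every sample although all animals were labelled female, with at least 790 and at most 1686 per sample and a median of 1156. Only 65 of them entered the tests above, of which 18 (27.7%) were called different among strains. A mislabelled male sample would list many times the others, but the highest sample had 1.46 times the median. Sequence shared between X and Y would place the listings at the end of the chromosome. The last 1 Mb of the listed range held 34.8% of them. Shared sequence elsewhere on Y was not tested, so this explanation stays open. Reads from other chromosomes assigned to Y cannot be told apart from other sources, as the authors' alignment settings were not stated. No biological explanation was tested.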

How the results depend on the processing

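The offsets, the untransformed scale, the run without the mean filter, the averaging of strands, the correlation of deviations, the gene-end comparison and its alternatives, and the run without the stretch on chromosome 17 were chosen after seeing the data. In all, 787 alternative values were computed, of which 768 were counted as unchanged and 0 as reversed. Counts had to stay within 1.5 times, and other values had to keep their direction and their side of the threshold. The X minus autosome difference with 30 to 70% as intermediate kept its direction but was counted as moved. Changes in the size of an F statistic or of the correlation difference were not counted. All 360 values of the 10 named tiles, over the alternatives that gave one, kept their call and direction.

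Among thresholds, lowering the minimum difference to 10 percentage points gave 9576 tiles, and no minimum gave 11880, against 3651. A gap of 10 points gave 2910 positions set apart in the leading strain, against 1352. Tiles with at least 3 positions gave 6214 calls, since more tiles were tested. With 30 to 70% as intermediate, the X minus autosome difference was 17.8 points, against 31.3, since the narrower band holds fewer positions. An offset of 1 percentage point gave 20939 positions and a median of 2249 per strain pair, against 35021 and 4065; the cause was not tested. The pair of 129S1/SvImJ and NZO/HlLtJ had 861 calls with that offset and 2838 on the untransformed scale, and the pair of C57BL/6J and PWK/PhJ had 8997 with that offset.

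Leaving out each sample in turn gave 30857 to 36186 positions, 3603 to 3753 tiles and a pair median of 3330 to 4480. The positions set apart numbered 1357 to 1675, but with a sample fewer the rule is easier to meet, so that this range does not test their stability. The strain F of the mean level stayed between 51.7 and 65.8, and the correlation difference between 0.00677 and 0.00824. The X minus autosome difference was 31.1 to 31.5 points, the odds ratio by density 1.33 to 1.44 and by gene ends 0.902 to 0.951. The F statistic of the number of listed positions ranged from 2.23 to 3.47. It lost its call, with permutation p from 0.0547 to 0.0805, without 129S1/SvImJ replicate 1 or 2, A/J replicate 2 or 3, DBA/2J replicate 2, 3 or 4, or WSB/EiJ replicate 2 or 3, so that call rests on single samples.

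Samples with the same replicate number in different strains did not deviate together at single positions. The correlation of their deviations from the strain means averaged 0.000415 over 76 pairs and exceeded 0.1 in 0 of them. Noise at single positions would also bring this correlation near 0, so a shared depth or preparation is not excluded. With the replicate number as a block, 26730 positions and 3594 tiles were called and the pair median was 3424. The block was fitted in the moderated model, not in the planned quasi-binomial model.

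Coverage minimums, a cap on coverage, coverage-weighted means, the dispersion settings of the planned count model, its limma alternative on counts and the comparison around transcription starts were not run. The depth is unknown, so that how far it limits single positions was not measured.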

Other observations

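The tests of the share of higher positions, of the neighbours counted by position, of the call share of chromosome 17, of an outlying C57BL/6J sample and of an outlying A/J sample were chosen after the results were seen. Splits of the 27 samples into 9 groups of 3 that ignore strain were used to ask whether chance grouped the samples. Of 100 splits, 1, the real one, gave as many differing positions, 1 as many tiles, 1 as high a median per strain pair and 1 as many positions set apart in a strain. The random splits gave at most 103 positions and 10 tiles, so chance can be excluded as the source of these counts.

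Strain pairs with CAST/EiJ or PWK/PhJ had the most differing positions. A larger spread between their replicates does not account for it, as their mean within-strain SD was 0.959 times that of the other strains. Loss of reference CpGs to sequence variants lowers methylation, but 57.7% of the positions set apart in these strains were higher there. For positions set apart and lower, 67.2% of the CpG positions 2 to 50 bp away fell by at least 10 points as well, against 9.15% near positions that were not called. The share was 75.1% in CAST/EiJ and 57.1% in PWK/PhJ. Variants at single CpGs therefore do not account for all of the lower positions. Counted by position, 51.5% ± 2.29 (SE over chromosomes) of the 1076 lower positions had at least 50% of their neighbours falling, with 55.3% in CAST/EiJ and 47.1% in PWK/PhJ. Of the others, 212 had no neighbour to compare, and at 259 no neighbour fell. Among the 864 positions with a neighbour the share was 64.1%, with 69.6% in CAST/EiJ and 58.05% in PWK/PhJ. This share has no error, and positions without a neighbour could not show a fall. Whether such variants explain most of the lower positions stays open. A hypothesis left open is that methylation differs over short stretches in these strains, through nearby sequence differences or otherwise. The strains also had the most positions listed in all C57BL/6J samples and in none of their own, with 311125 in CAST/EiJ and 309778 in PWK/PhJ. They had the most in the other direction as well, with 330232 and 324903, so the listings do not show a loss alone. The effect of alignment to a reference was not tested. Whether samples were aligned to the genome of their own strain was not stated, which limits what the tests of lost CpGs can show.

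The X chromosome had 0.285 times the call share of the autosomes. After autosomal positions were weighted to the methylation levels of X, the ratio was 0.126, and after weighting to the residual SDs of X it was 0.230. The replicate spread of X positions therefore does not account for the low share. The weighting by level cannot decide, because the level was the mean over all strains. An autosomal position can have an intermediate mean because strains differ there, which by itself lowers the ratio. Mixed signal from an active and an inactive X stays open as an untested explanation.

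On chromosome 17, 7.47% of positions were called, above the 4.21 to 5.62% of the other autosomes. When the 5 Mb window with the highest call share and the next window on either side were left out of every autosome alike, 5.50% remained on chromosome 17. The other autosomes then had 4.13 to 5.55%, so that chromosome 17 was second highest. Without the densest run alone the share was 5.80%, still above the highest of the other autosomes, but this share has no error and excludes nothing. What raises the share outside the run was not tested. In the densest run, the lowest A/J sample lay 14.8 points above the highest other sample, so the A/J level does not come from an outlying sample. Reads of many near-identical ribosomal RNA gene copies assigned to this place would be expected to have its positions listed in most samples. Against that prediction, positions of the run were listed in all samples 0.753 times as often as positions with as many neighbours. This does not exclude it, because the treatment of reads with several matches was not stated, and a difference between copies cannot be told apart from a difference in methylation.

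Correlations between C57BL/6J samples were lower than within the other strains. The best C57BL/6J pair reached 0.958, below 0.963, the lowest of the other strains, so that no single outlying sample accounts for it. The samples were not alike, however. The highest correlation with any other sample was 0.967 for C57BL/6J replicate 2, but 0.957 for replicate 1 and 0.959 for replicate 4. Every C57BL/6J pair includes replicate 1 or 4, so low values in these samples could lower all pairs, which was not tested. Lower depth or a different processing of these files, which name the mitochondrial chromosome differently, cannot be separated from strain here. A cause acting alike on all C57BL/6J files would not explain the difference between replicate 2 and the others.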
